A study of Arabidopsis thaliana with 12 samples.

How the data were processed

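Roots of 12 samples were profiled by polyadenylated RNA sequencing. Per the labels, seedlings were grown vertically for 7 days on 0.5x MS medium and moved to plant nutrition medium, each plant received 50 µl of water or of a spore suspension, RNA was extracted with phenol and chloroform, and libraries were made with the NEBNext Ultra kit. The aligner, the read counter, the genome build and the annotation are not given in the sources used here. Samples were grouped by genotype and treatment as their titles state, with 3 in each of 4 groups, and each column of the table was assigned to its sample by the column name that the labels give in the description. The labels state no batch, sequencing date or pairing.

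The deposited table holds FPKM values (fragments per kilobase of gene, scaled to the size of the library) made by the authors, for 32998 rows, of which 32833 carry Arabidopsis locus identifiers and 165 do not. Of these, 6168 rows were at 0 in all libraries. The locus identifiers were matched to the TAIR10.1 reference annotation by locus tag, and 32548 matched. Because FPKM is not a count, no count model was used as the main test.

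The depth was recovered from the values. Low values of a gene are whole multiples of what a single fragment is worth, and this was used with exon lengths from the reference to rebuild whole fragments for 26810 rows. The lengths implied by the values were within 0.01% of the reference for 20191 of the 20322 genes above 0 in all libraries that could be compared (99.36%), and 99.98% of values above 0 came out whole within 0.05 of a fragment. For 142 genes the length implied by the table replaced that of the reference. The library totals implied by the FPKM values were proportional to median-of-ratios size factors of the rebuilt fragments, with a largest deviation of 0.0031%. The deposited values therefore already carry that scaling between libraries. Rebuilt depths of 17977874 to 27051891 fragments per library cover genes only, and PCR copies were not separated, so counting error computed from them is a lower limit.

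Values were analysed as log2(FPKM + 1), which understates the change of low genes. Genes with an FPKM of at least 1 in at least 3 of the 12 libraries were tested, 19956 in all, and 13042 rows were not tested. The main test was limma (version 3.58.1, R version 4.3.3; lmFit, contrasts.fit and eBayes with a mean-variance trend) on the 4 group means with all 12 libraries, two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. A set of 7 contrasts was fitted, namely infection in each genotype, YUC9oe against WT in each treatment, the interaction, and the averages over genotypes and over treatments. The tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

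The steps were tested on simulated data first. For infection in WT, 200 of 19270 simulated genes were changed by 1 on the log2 scale, and 150 of them (75.0%) were recovered with 10 false calls (6.25% of calls). These 200 genes changed in WT only, so each also held a true interaction of size 1. Only 44 genes were called for the interaction, so a missing interaction call is weak evidence that an effect of this size is absent.

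A set of 7 gene lists was fixed before the data were examined, covering auxin synthesis, auxin conjugation and turnover, auxin transport, the Aux/IAA response, indolic defence, phosphate starvation, and nitrate uptake and assimilation. Each was tested in each contrast with camera at a preset inter-gene correlation of 0.01, with fry and with camera at an estimated correlation, each adjusted over the 49 tests. A further list of photosynthesis genes was written later, before its own test, to check for shoot tissue.

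Genes were named by a rule fixed before the data were examined. It took YUC9, and for each contrast the 3 genes with the largest positive and the 3 with the largest negative log2 fold change among called genes whose compared groups did not overlap in FPKM. For averaged contrasts no overlap was allowed within either genotype or treatment, and for the interaction overlap was not considered. It also took, for each list and infection contrast, up to 3 called members with the smallest adjusted p and a change of at least 1 on the log2 scale. Genes of the averaged contrasts already named for a single contrast are not repeated.

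Alternatives fixed before the data were examined were a pseudocount of 0.1, no filter on low values, median-of-ratios, TPM and quantile scaling, no mean-variance trend, a replicate block, a voom fit of the rebuilt fragments, the groups of a contrast fitted alone, a minimum change of 1 on the log2 scale, and leaving out each library in turn. A correction of each library's trend on GC content and gene length, and the merging of YUC9oe replicates 1 and 2 into their mean, were added after seeing the data. Fungal transcripts were not analysed here.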

Results

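Gene expression was measured by sequencing of polyadenylated RNA from roots of Arabidopsis thaliana. The plants were either the wild type Col-0 (WT) or a line overexpressing YUC9 (YUC9oe). YUC9 encodes a flavin monooxygenase of the YUCCA family, which makes the hormone auxin from indole-3-pyruvate. Seedlings of each genotype were either inoculated with spores of Serendipita indica, a fungus that colonises roots as an endophyte, or mock-treated with water. The 4 groups (WT mock, WT infected, YUC9oe mock and YUC9oe infected) had 3 biological replicates each, giving 12 libraries. Whole fragments rebuilt from the deposited FPKM values came to 17977874 to 27051891 per library in annotated genes. The WT mock libraries held 21036865, 24303049 and 20325556 fragments, and the WT infected libraries 20675543, 22632098 and 24381916. The YUC9oe mock libraries held 17977874, 23721663 and 18430161 fragments, and the YUC9oe infected libraries 22337586, 27051891 and 18358642. In the shallowest library an FPKM of 1 for a gene of 1500 bases rested on 27.9 fragments. The 10 most abundant genes took 2.92% to 3.36% of the fragments of a library.

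Replicates did not differ equally. For each pair of replicates within a group, the chi-square per degree of freedom of the rebuilt fragments was computed over genes with at least 20 fragments in the pair, where counting noise alone gives a value near 1. Replicates 1 and 2 of the YUC9oe mock group gave 2.72, and replicates 1 and 2 of the YUC9oe infected group gave 2.08. The other 10 pairs gave 6.85 to 18.66. Over genes with a mean FPKM of at least 10, the SD of the log2 difference was 0.107 and 0.095 in these close pairs and 0.162 to 0.274 in the others. The close pairs lay above the value of counting noise, but PCR copies of fragments, which also raise it, were not separated. All 12 libraries were kept as separate replicates. Where counting each close pair once changed the number of genes called in a contrast, or in both contrasts of a pair, by more than 1.5 times, that number is given beside the result.

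**Figure D1:**
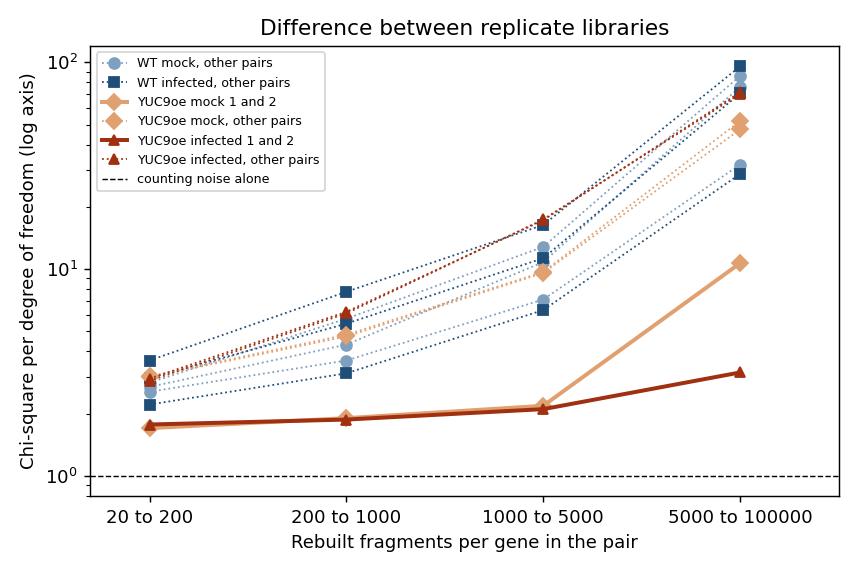
Chi-square per degree of freedom (log axis) between replicate libraries of a group, for genes binned by their rebuilt fragments in the pair; each line is a pair of libraries, solid for replicates 1 and 2 of the YUC9oe groups and dotted for the other 10 pairs, and the dashed line marks counting noise alone. Between 1000 and 5000 fragments the solid lines sit at 2.1 and 2.18, below the other pairs at 6.33 to 17.37.

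The overexpressed gene was examined first. In the TAIR10.1 reference annotation YUC9 (AT1G04180) lies on chromosome 1 at 1104493 to 1106241 on the plus strand. Its level was 10.01 ± 1.5 FPKM (SD, n = 3) in WT mock and 7.04 ± 0.667 FPKM (SD, n = 3) in WT infected roots. It was 533 ± 18.7 FPKM (SD, n = 3) in YUC9oe mock and 531 ± 12.4 FPKM (SD, n = 3) in YUC9oe infected roots. The lowest YUC9oe library (511.81 FPKM) lay 46.9 times above the highest WT library (10.91 FPKM), so all 12 libraries matched their genotype labels. On the log2(FPKM + 1) scale the difference was 5.61 (SE 0.093) in mock roots, with a limma Benjamini-Hochberg adjusted p of 2.76e-12, and 6.05 (SE 0.093) in infected roots, with an adjusted p of 1.84e-12. The largest shift under another setting came from a voom fit of the rebuilt fragments, with 5.76 and 6.23. YUC9 fell by 0.45 with infection in WT roots (limma, adjusted p 0.00758; 0.0504 with these groups fitted alone, the highest over its alternatives), and its change in YUC9oe roots was -0.01 (adjusted p 0.982). The interaction was not called (adjusted p 0.129). The related genes YUC3, YUC5 and YUC8 did not rise with YUC9 in mock roots, at log2 differences of -0.51, -0.15 and -0.50.

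**Figure D2:**
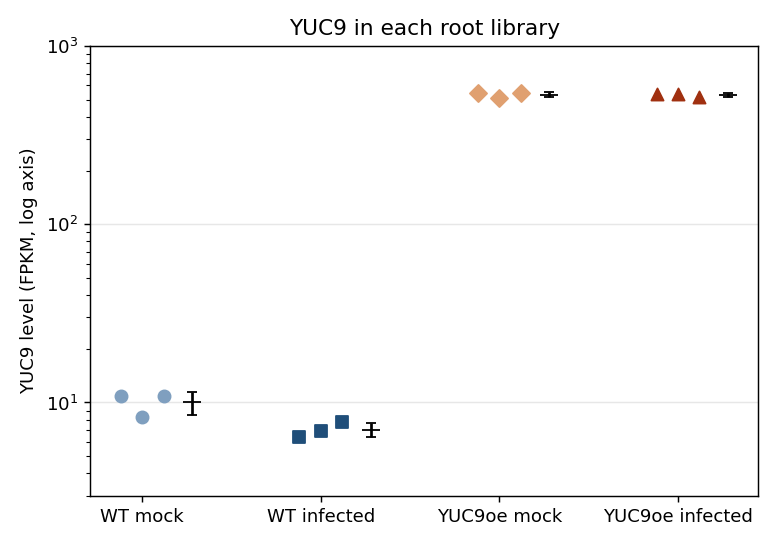
YUC9 level in FPKM (log axis) in each of the 12 root libraries by group; coloured points are libraries and black marks are the group mean with its SD (n = 3). The WT libraries sit between 6.41 and 10.91 FPKM and the YUC9oe libraries between 511.81 and 544.27 FPKM.

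Principal component analysis of the 19956 genes tested separated the groups. The first component held 61.9% of the variance and parted the genotypes. The second held 15.3% and parted mock from infected libraries within each genotype. The third held 4.8%.

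**Figure D3:**
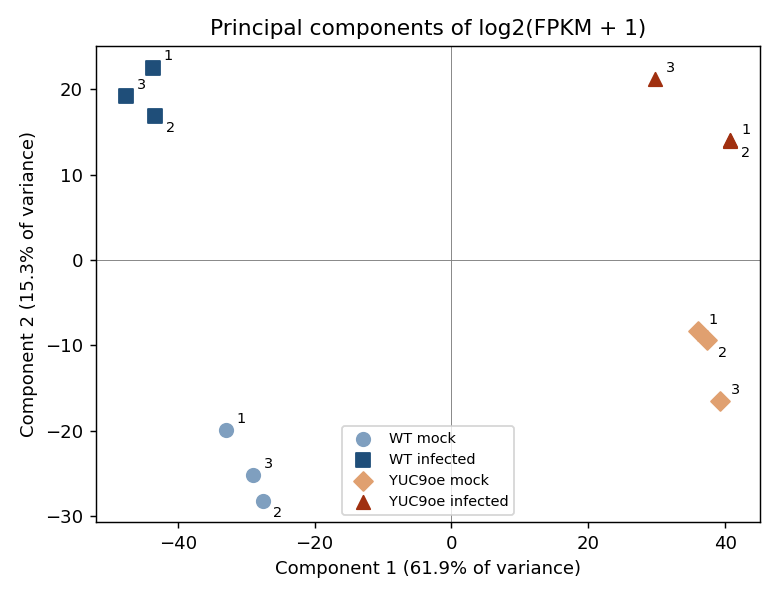
Scores of the 12 libraries on the first and second principal components of log2(FPKM + 1), with 61.9% and 15.3% of the variance; each symbol is a library, numbered by its replicate within its group. The WT libraries lie below 0 and the YUC9oe libraries above 0 on the first component, and mock libraries lie below 0 and infected libraries above 0 on the second.

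The effect of the fungus on wild-type roots was tested first. Of the 19956 genes, 3263 differed between WT infected and WT mock roots at a limma Benjamini-Hochberg adjusted p below 0.05, with 1792 higher and 1471 lower in infected roots. The split was 1513 higher and 1689 lower under TPM scaling and 1504 higher and 1766 lower under quantile normalization, so which direction prevails is not fixed. Changes of at least 1 on the log2 scale were found in 298 of these genes, 289 higher and 9 lower. The count fell to 1658 without WT mock replicate 2 and to 2078 without WT infected replicate 3. Fitting the 6 libraries alone gave 2328 calls. The highest rises among genes whose groups did not overlap were those of the cytochrome P450 gene CYP71A12 (AT2G30750), AT1G26380 and CYP82C2 (AT4G31970). CYP71A12 rose from 2.04 ± 0.644 to 210 ± 22.8 FPKM (SD, n = 3), a log2 fold change of 6.14 (SE 0.242) with a limma adjusted p of 3.43e-08. AT1G26380 rose by 5.30 (SE 0.282, limma adjusted p 3.32e-07) and CYP82C2 by 5.12 (SE 0.174, adjusted p 1.48e-08). The strongest decreases were smaller and concerned genes of low level. The lipid transfer protein gene LTP4 (AT5G59310) fell by 2.00 (SE 0.395, limma adjusted p 0.00599), from 9.19 ± 4.81 to 1.48 ± 0.930 FPKM (SD, n = 3). AT4G06305, annotated as a small nucleolar RNA, fell by 1.41 (limma adjusted p 0.00544), and AT3G15670 fell by 1.3 (adjusted p 0.00595). CYP71A12, LTP4 and AT1G26380 have closely related copies in the genome, and how reads were shared among copies is not given in the sources used here, so their values are uncertain to that extent.

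The same contrast in the overexpressor called 943 genes (limma, Benjamini-Hochberg adjusted p below 0.05), with 684 higher and 259 lower in YUC9oe infected than in YUC9oe mock roots. Of these, 170 changed by at least 1 on the log2 scale, 153 higher and 17 lower. With the close pairs of libraries counted once, a setting chosen after seeing the data, 315 genes were called, 285 higher and 30 lower. Leaving out a library of a close pair also lowered the count, to 585 without YUC9oe mock replicate 1, 564 without YUC9oe mock replicate 2, 545 without YUC9oe infected replicate 1 and 540 without YUC9oe infected replicate 2. CYP71A12 led again, with a log2 fold change of 3.14 (SE 0.242, limma adjusted p 2.31e-05), from 20.6 ± 7.98 to 181 ± 21.0 FPKM (SD, n = 3). The glutathione transferase gene GSTF7 (AT1G02920) rose by 2.88 (SE 0.273, limma adjusted p 9.90e-05) and CYP82C2 by 2.68 (SE 0.174, adjusted p 7.26e-06). GSTF7 has a closely related copy and its value is uncertain in the same way. Among the decreases, AZI1 (AT4G12470) fell by 1.82 (SE 0.355, limma adjusted p 0.0113) and UMAMIT36 (AT1G70260) fell by 1.40 (SE 0.289, adjusted p 0.0157). Both calls were lost without any of replicates 1 and 2 of either YUC9oe group, with the 2 groups fitted alone, and with the close pairs counted once. Over all their alternatives the adjusted p of AZI1 ranged up to 0.18 and that of UMAMIT36 up to 0.213. AT4G21250 fell by 1.37 (SE 0.255, limma adjusted p 0.00806) and lost its call when the close pairs were counted once (adjusted p 0.0826, the highest over its alternatives).

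Across genes, the infection effects in the genotypes had a Pearson r of 0.512 and a Spearman rho of 0.328, in a comparison that shares no library; genes are not independent replicates, and no p-value is given. Without YUC9oe infected replicate 3, r was 0.40. This was among 3 such relations computed. Calls in both genotypes numbered 512, of which 491 had the same direction, against an overlap of 154 from chance placement of the calls. With the close pairs counted once they numbered 227, of which 223 had the same direction, against 38.6 by chance. Without a single library of a close pair they numbered 377 and 353 (YUC9oe mock replicates 1 and 2) and 339 and 337 (YUC9oe infected replicates 1 and 2). Of the 298 larger WT calls, 282 had the same sign in YUC9oe and 275 had a smaller change there. The 289 genes that rose by at least 1 in WT had a median log2 fold change of 1.45 in WT and 0.835 in YUC9oe. Choosing genes on a high effect in WT inflates that effect, so the reverse choice was made as well. The 153 genes that rose by at least 1 in YUC9oe had a median of 1.33 in YUC9oe and 1.58 in WT, with 88 of them rising less in YUC9oe and 65 rising less in WT.

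**Figure D4:**
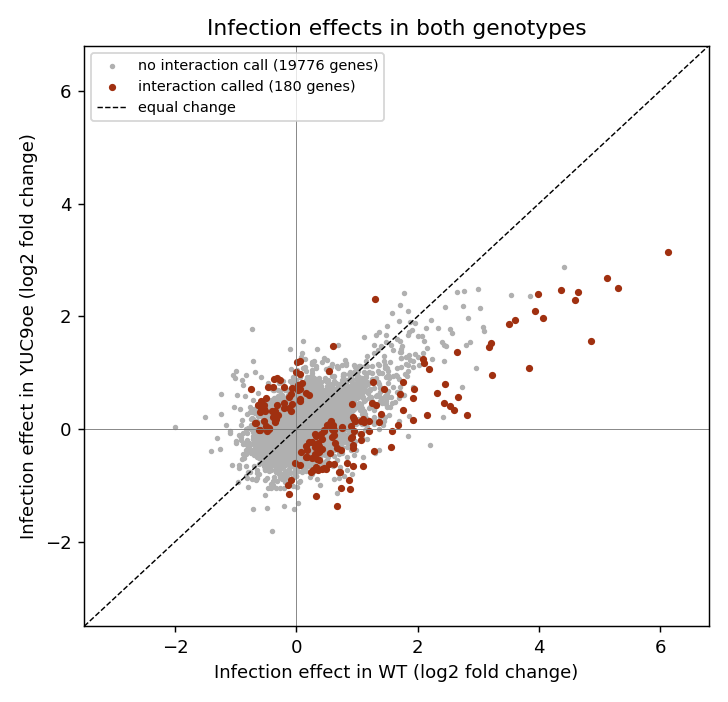
Infection effect (infected minus mock, log2 fold change on the FPKM + 1 scale) in WT on the horizontal axis and in YUC9oe on the vertical axis; each point is a gene of the 19956 tested, red for the 180 genes with a called interaction, and the dashed line marks an equal change. Most points with a high WT effect lie below the line, as for CYP71A12 at 6.14 and 3.14.

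Whether the infection effects differed between the genotypes was tested by the interaction. It was called for 180 genes (limma, Benjamini-Hochberg adjusted p below 0.05), of which 124 had a lower and 56 a higher infection effect in YUC9oe than in WT. In 100 of the 180 the estimated infection effects were opposite in sign in the genotypes, whether or not either was called, and in 116 the effect was larger in size in WT. For infection itself 137 of the 180 were called in WT and 97 in YUC9oe. The count of 180 was less stable than those of the other contrasts. With the close pairs counted once it was 22, of which 20 had a lower effect in YUC9oe. It was 73 without WT mock replicate 2, 98 without WT mock replicate 3, 71 without WT infected replicate 2 and 91 without WT infected replicate 3. It was 60 without YUC9oe mock replicate 1, 81 without YUC9oe mock replicate 2, 64 without YUC9oe infected replicate 1 and 72 without YUC9oe infected replicate 2. In contrast, it rose to 460 without WT infected replicate 1 and to 707 without YUC9oe infected replicate 3. The negative interactions of greatest size were those of AT1G26240 at -3.30 (SE 0.250, limma adjusted p 0.000246), CYP71A12 at -2.99 (SE 0.342, adjusted p 0.0027) and AT1G26380 at -2.79 (SE 0.398, adjusted p 0.00976). AT1G26380 was not called with the close pairs counted once (adjusted p 0.0842, the highest over its alternatives). AT1G26240 rose from 0.564 ± 0.329 to 44.5 ± 7.31 FPKM in WT and from 4.07 ± 1.05 to 13.8 ± 1.37 FPKM in YUC9oe (SD, n = 3), and belongs to a gene family with repetitive sequence.

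The positive interactions of greatest size were those of AT1G73010 at 1.46 (SE 0.237, limma adjusted p 0.0166), OCT1 (AT1G73220) at 1.26 (SE 0.256, adjusted p 0.0449) and SPX1 (AT5G20150) at 1.23 (SE 0.193, adjusted p 0.0129). SPX1 changed from 14.0 ± 3.36 to 10.9 ± 1.68 FPKM with infection in WT and from 166 ± 3.9 to 314 ± 13.4 FPKM in YUC9oe (SD, n = 3). With the close pairs counted once, AT1G73010 had an adjusted p of 0.0659, SPX1 of 0.111 and OCT1 of 0.242, each the highest over its alternatives, and none was called. OCT1 also lost its call under 11 further alternatives, 8 of them leaving out a single library. These libraries were WT mock replicates 1 and 3, WT infected replicate 2, the 3 YUC9oe mock replicates and YUC9oe infected replicates 1 and 2, with adjusted p from 0.0516 without YUC9oe mock replicate 3 to 0.122 without YUC9oe mock replicate 1.

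The effect of YUC9 overexpression without the fungus was larger in number of genes. Between YUC9oe mock and WT mock roots 8012 genes differed (limma, Benjamini-Hochberg adjusted p below 0.05), 3961 higher and 4051 lower in YUC9oe, and 1043 differed by at least 1 on the log2 scale. With the close pairs counted once the count was 6189. TPM scaling gave 8069 calls, 4603 higher and 3466 lower. The labels give no batch, so a batch that coincides with genotype could not be checked. The phosphate-starvation gene IPS1 (AT3G09922) showed the highest rise, with a log2 difference of 6.53 (SE 0.241, limma adjusted p 6.64e-09). It was at 0.234 ± 0.121 FPKM in WT mock and 120 ± 47.7 FPKM in YUC9oe mock roots (SD, n = 3), with at most 4 rebuilt fragments in any WT library, so its log2 difference depends on the pseudocount. The phosphate transporter gene PHT1;3 (AT5G43360) was higher by 5.83 (SE 0.285, limma adjusted p 6.34e-08), at 1.95 ± 1.70 and 151 ± 9.07 FPKM (SD, n = 3). PHT1;3 has closely related copies, and its value is uncertain to that extent. A feature that the table lists without an Arabidopsis locus identifier was next, at 5.71 (SE 0.122, limma adjusted p 4.05e-11). The cytochrome P450 gene CYP81D11 (AT3G28740) was lower in YUC9oe, at a log2 difference of -4.61 (SE 0.107, limma adjusted p 7.68e-11), with 109 ± 15.2 FPKM in WT mock and 3.48 ± 0.160 FPKM in YUC9oe mock roots (SD, n = 3). The neighbouring and similar genes AT5G46900 and AT5G46890 were lower by log2 differences of -4.08 (SE 0.191, limma adjusted p 4.58e-08) and -3.46 (SE 0.207, adjusted p 2.85e-07), with the same reserve on shared reads.

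With the fungus present, 10720 genes differed between YUC9oe and WT (limma, Benjamini-Hochberg adjusted p below 0.05), 5332 higher and 5388 lower in YUC9oe, and 1497 differed by at least 1 on the log2 scale. With the close pairs counted once the count was 8873, and TPM scaling gave 6379 higher and 4543 lower. IPS1 was again highest, at 7.31 (SE 0.241, limma adjusted p 2.10e-09). The feature without a locus identifier was at 6.56 (SE 0.122, adjusted p 7.68e-12) and the long non-coding RNA AT2G08820 at 6.11 (SE 0.238, adjusted p 7.23e-09). AT2G08820 was at 0.296 ± 0.106 FPKM in WT infected and 89.7 ± 19.2 FPKM in YUC9oe infected roots (SD, n = 3). CYP81D11 was lowest at -5.13 (SE 0.107, limma adjusted p 2.14e-11), followed by AT5G46900 at -3.91 (SE 0.191, adjusted p 3.84e-08) and UMAMIT17 (AT4G08300) at -3.84 (SE 0.226, adjusted p 1.51e-07). The genotype effects in mock and infected roots had a Pearson r of 0.857 and a Spearman rho of 0.83 across genes, with no library in common. Calls in both numbered 6765, of which 6724 had the same direction.

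Averaged over the treatments, 12218 genes differed between the genotypes (limma, Benjamini-Hochberg adjusted p below 0.05), 6150 higher and 6068 lower in YUC9oe, against 7320 higher and 5210 lower under TPM scaling. Averaged over the genotypes, 3571 genes differed with infection, 1961 higher and 1610 lower, and 2013 were called with the close pairs counted once. The split was 1777 higher and 1746 lower under TPM scaling and 1727 higher and 2045 lower under quantile normalization, so which direction prevails in this average is not fixed. The genes lowest with infection in this average, and not named above, were AT1G58684 at -0.95 (SE 0.158, limma adjusted p 0.00187), AT3G03341 at -0.85 (SE 0.133, adjusted p 0.00121) and the glycosyl hydrolase gene GH9B13 (AT4G02290) at -0.85 (SE 0.096, adjusted p 0.000103). AT1G58684 has near-identical copies, and its value is uncertain to that extent.

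Whether overexpression alone moved genes as infection does was examined across genes. The YUC9oe effect in mock roots and the infection effect in WT had a Pearson r of -0.0477 and a Spearman rho of -0.226. Both effects are measured against the same WT mock libraries, so they share noise. In 100 simulations of groups without any true change, drawn from each gene's own spread, the median r was 0.50, from 0.469 to 0.52. The observed r lay below that range. However, the real effects hold many changed genes (8012 and 3263 calls), so that range is not the r expected of them, and nothing is concluded from it. The sign of the observed r was not stable, with 0.0873 at a pseudocount of 0.1, 0.13 in the voom fit, and 0.0055 without WT mock replicate 1.

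Gene lists drawn up before the data were examined were tested with camera in each of the 7 contrasts, with Benjamini-Hochberg adjustment over the 49 tests. Of these, 24 had an adjusted p below 0.05. The rotation test fry asks whether a list changes at all, while camera asks whether it changes more than the other genes. In the genotype contrasts, with 40.1% (mock) and 53.7% (infected) of genes called, a fry call therefore neither backs nor contradicts camera. Under fry 21 of the 24 held and 12 further tests were called. Those that did not hold were the lower Aux/IAA response list with infection in YUC9oe and the interactions of the indolic defence and nitrate lists. With an estimated inter-gene correlation 6 held, namely the Aux/IAA response list in mock roots and the phosphate starvation list with infection in YUC9oe, in both genotype contrasts and in both averaged contrasts. The 10 tested members of the auxin synthesis list, which excludes YUC9, were not called as a list by camera in any contrast. In mock and infected YUC9oe against WT, 7 and 5 of them were called over all genes and as many adjusted over the list alone, all lower except TAA1, named after its values were seen (0.56 and 0.83). By contrast with camera, fry called the list lower in both and in their average (adjusted p 0.00181, 0.0443 and 0.000984). The auxin conjugation and turnover list (16 tested) was called by camera only for infection averaged over genotypes, with a median log2 fold change of 0.135 (camera adjusted p 0.022), a call lost under 4 alternatives with adjusted p up to 0.455. By fry it was also called higher in mock and infected YUC9oe against WT and in their average (adjusted p 0.00399, 0.00911 and 0.000811). Its median of -0.0182 in mock YUC9oe against WT differed in sign from its mean of 0.40 and its test. The auxin transport list differed likewise between median and mean for infection averaged over genotypes (-0.0351 and 0.093) and for the interaction (0.0264 and -0.032), and the auxin synthesis list for infection averaged over genotypes (-0.0108 and 0.0109). None of these was called by camera, and fry called the auxin transport list higher for infection averaged over genotypes (adjusted p 0.00582).

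In WT roots, camera called only the indolic defence list among the 7 with infection, with a median of 1.05 over 14 genes, 11 of them higher, and a camera adjusted p of 1.23e-06. By fry the auxin transport and phosphate starvation lists were also called higher there (adjusted p 0.0168 and 0.0443), as was the auxin transport list with infection in YUC9oe (0.0443). Calls in the indolic defence list numbered 10 over all genes tested and 11 adjusted over the list alone, and of the former only MYB34, named after its values were seen, was lower (-0.42). The call of MYB34 was lost under 4 alternatives, each leaving out a single library (limma adjusted p up to 0.0742). In infected YUC9oe against WT the median of this list was -0.309, called by fry (adjusted p 0.0309) and not by camera (0.20). In YUC9oe roots its median was 0.459 (camera adjusted p 1.81e-09), with 8 calls over all genes and 9 adjusted over the list alone, and its interaction was -0.30 (camera adjusted p 0.0228), with 2 calls over all genes and 9 adjusted over the list alone. The interaction of the list was not called without WT mock replicate 1 (0.113), WT infected replicate 1 (0.0765) or YUC9oe infected replicate 3 (0.12), and its adjusted p reached 0.398 over the alternatives. With the estimated inter-gene correlation the calls of the list for infection in WT and in YUC9oe were lost (camera adjusted p 0.112 and 0.0619). CYP81F2 (AT5G57220) rose by 4.36 in WT (SE 0.203, limma adjusted p 1.07e-07) and by 2.47 in YUC9oe (SE 0.203, adjusted p 3.54e-05), with an interaction of -1.89 (adjusted p 0.0119) that was not called with the close pairs counted once (0.103, the highest over its alternatives). MYB51 (AT1G18570) rose by 2.02 in WT (SE 0.207, limma adjusted p 7.02e-05) and by 1.14 in YUC9oe (adjusted p 0.00727). PAD3 (AT3G26830) rose by 1.46 in WT (limma adjusted p 0.000292) and by 1.13 in YUC9oe (SE 0.181, adjusted p 0.00331). The interactions of MYB51 and PAD3 were not called (0.165 and 0.555).

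The phosphate starvation list (13 genes) was higher in YUC9oe. Its median difference was 1.49 in mock roots, with 12 genes higher and a camera adjusted p of 6.70e-11, and 2.02 in infected roots (adjusted p 5.89e-09). Calls numbered 12 over all genes and 13 adjusted over the list alone in mock roots, and 12 by either adjustment in infected roots, where PHO1, named after its values were seen, was the only call that was lower over all genes (-0.34, limma adjusted p 0.00432). Infection raised all 13 genes in YUC9oe, with a median of 0.562 (camera adjusted p 2.59e-10), 7 calls over all genes and 10 adjusted over the list alone. With a single library left out this median ran from 0.363 to 0.583. In WT the median was 0.0283 (camera adjusted p 0.282), with 2 calls by either adjustment. The interaction of 0.472 was called (camera adjusted p 0.000115), with 4 calls over all genes, 3 of them higher, and 9 adjusted over the list alone. The call in the other direction was PHT1;2 (AT5G43370), named after its values were seen, at -0.84 (limma adjusted p 0.0123), and it was not called with the close pairs counted once (0.117, the highest over its alternatives). MGD3 (AT2G11810, MGDC in the reference) rose with infection in YUC9oe by 1.18 (SE 0.147, limma adjusted p 0.000653) and not in WT (0.01, adjusted p 0.979), an interaction of 1.17 (adjusted p 0.0278) that lost its call under 9 alternatives, with adjusted p up to 0.241 in the voom fit. SPX3 (AT2G45130) rose by 1.56 in YUC9oe (SE 0.285, limma adjusted p 0.00727), from 10.7 ± 5.09 to 31.5 ± 7.21 FPKM (SD, n = 3). Fitting the 2 groups alone gave SPX3 an adjusted p of 0.0519, the highest over its alternatives, and its interaction was not called (0.114).

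The nitrate uptake and assimilation list (8 tested) was lower in YUC9oe, with medians of -0.733 in mock and -1.07 in infected roots (camera adjusted p 0.00401 and 0.00178) and 7 and 8 calls over all genes, against 8 and 8 adjusted over the list alone. In infected roots the call of NRT2.4, named after its values were seen, was higher in YUC9oe (0.60, limma adjusted p 0.0167; up to 0.0664 over its alternatives). With infection it had a median of -0.512 in YUC9oe (camera adjusted p 6.08e-05), with 3 calls over all genes and 4 adjusted over the list alone, and of -0.0272 in WT (adjusted p 0.543). Its interaction was -0.307 (camera adjusted p 0.00887), with 1 call over all genes and 3 adjusted over the list alone. With a single library left out this interaction ran from -0.413 to -0.184. The estimated inter-gene correlation of the list was 0.544, against the preset 0.01, and with it none of these list calls held. The camera adjusted p was then 0.392 and 0.391 for YUC9oe against WT in mock and infected roots. For infection in YUC9oe it was 0.28 and for the interaction 0.398. The nitrate reductase gene NIA1 (AT1G77760) fell with infection in YUC9oe by 1.00 (SE 0.116, limma adjusted p 0.000385), from 159 ± 15.5 to 78.9 ± 7.42 FPKM (SD, n = 3), with an interaction of -0.87 (adjusted p 0.0338) that lost its call under 12 alternatives, with adjusted p up to 0.15.

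The Aux/IAA response list (29 tested) was higher in YUC9oe, with medians of 0.548 in mock and 0.624 in infected roots (camera adjusted p 7.57e-09 and 8.16e-05). With the estimated inter-gene correlation the camera adjusted p was 0.0431 in mock and 0.123 in infected roots. Calls numbered 22 over all genes and 26 adjusted over the list alone in mock roots, and 19 by either adjustment in infected roots. Of the calls over all genes 20 and 17 were higher, and IAA16 (-0.38 and -0.68) and IAA27 (-0.36 and -0.40), named after their values were seen, were lower. With infection its median was 0.0541 in WT (camera adjusted p 0.392) and -0.0891 in YUC9oe (adjusted p 0.0254), and its interaction was -0.13 (adjusted p 0.0152). Over all genes, 0 members were called for the interaction by limma and 0 by the voom fit, 8 had an unadjusted limma p below 0.05, and 4 were called when adjusted over the list alone. For infection in YUC9oe the same numbers were 0, 0, 8 and 0. With a single library left out the median ran from -0.147 to -0.075 for infection in YUC9oe and from -0.154 to -0.073 for the interaction. The call for infection in YUC9oe was lost without YUC9oe mock replicate 3 (0.0793) or YUC9oe infected replicate 3 (0.0601), and that for the interaction without WT mock replicate 2 (0.0816) or YUC9oe infected replicate 3 (0.0573), with adjusted p up to 0.391 over the alternatives of each. The auxin transport list (23 tested) was lower in YUC9oe, with medians of -0.155 in mock and -0.207 in infected roots (camera adjusted p 0.0254 and 0.0469). Calls over all genes numbered 15 and 16, as did those adjusted over the list alone, and 5 and 4 of the calls over all genes were higher in YUC9oe. Among these, named after their values were seen, were PIN5, PIN7 and LAX3 in both and PILS7 and ABCB19 in mock roots. By fry the list was also called lower averaged over treatments (adjusted p 1.99e-06). Quantile normalization removed both calls of the list (0.06 and 0.0943), as did a correction for GC content and gene length chosen after seeing the data (0.0752 and 0.284), and the adjusted p of each reached 0.391 over its alternatives. The correction for GC content and gene length took the median of the list to -0.114 in mock and -0.005 in infected roots. Further, the infected call was also lost without WT infected replicate 2 (0.102) or YUC9oe infected replicate 3 (0.0724).

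Single members of the auxin lists moved with infection. The auxin-conjugating enzyme gene GH3.2 (AT4G37390, BRU6 in the reference) rose in WT by 1.92 (SE 0.169, limma adjusted p 2.15e-05), from 6.43 ± 1.93 to 26.5 ± 2.11 FPKM (SD, n = 3). In YUC9oe it was already at 50.7 ± 4.55 FPKM in mock roots and 56.9 ± 8.12 FPKM in infected roots (SD, n = 3), a change of 0.16 (limma adjusted p 0.692), and its interaction was -1.76 (adjusted p 0.00736), not called with the close pairs counted once (0.0842, the highest over its alternatives). The transporter gene ABCG36 (AT1G59870) rose in WT by 1.12 (SE 0.064, limma adjusted p 6.23e-07) and in YUC9oe by 0.73 (adjusted p 5.54e-05). The interaction of ABCG36 was not called (adjusted p 0.0735). The auxin carrier gene PILS7 (AT5G65980) fell with infection in YUC9oe by 1.04 (SE 0.151, limma adjusted p 0.00177) and rose in WT by 0.73 (adjusted p 0.00747), an interaction of -1.77 (adjusted p 0.00329).

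**Figure D5:**
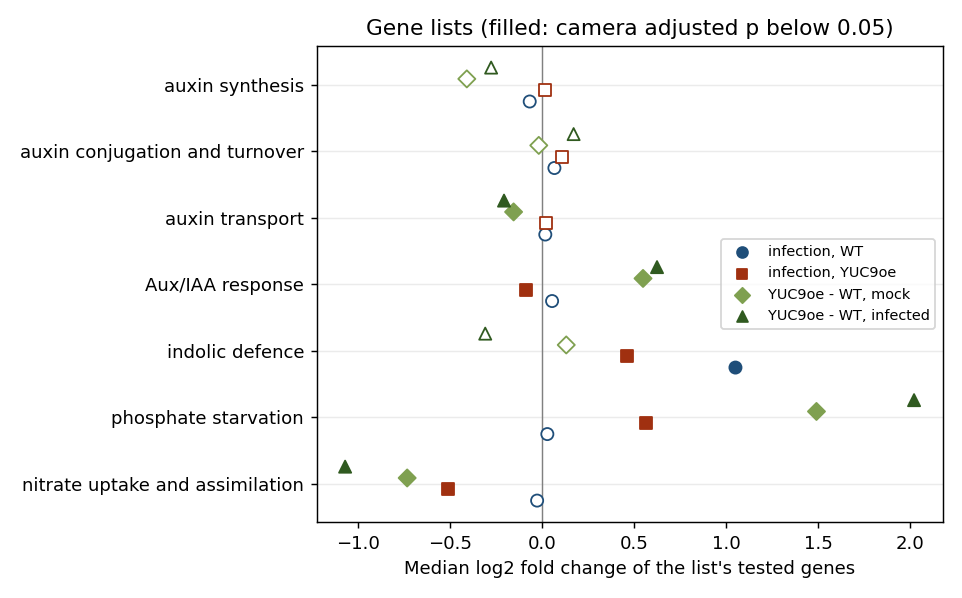
Median log2 fold change of the tested genes of each of the 7 gene lists in both infection contrasts and both genotype contrasts; each symbol is a contrast, filled where the camera adjusted p was below 0.05. The phosphate starvation list lies furthest right, at 1.49 and 2.02 for YUC9oe against WT, and the nitrate list furthest left, at -0.733 and -1.07.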

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

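Tests chosen only after the results were seen were those of raised mock levels, of genes chosen on YUC9oe, of the close and other pairs of libraries, of the amount of fungus and, as a setting, of the correction for GC content and gene length. Groups of 3 were not tested for outlying libraries. The results below drew attention because the infection effect differed between the genotypes in a test of the interaction.

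The interaction was called for 180 genes by limma with Benjamini-Hochberg adjustment. Of these, 100 had estimated infection effects of opposite sign in the genotypes, a count that includes effects near 0 and not called. PILS7 was called in both genotypes, at 0.73 in WT and -1.04 in YUC9oe, so the calls are not all weaker responses of the same direction. Among named genes the interaction was called for AT1G26240 (-3.30), CYP71A12 (-2.99), AT1G26380 (-2.79), CYP82C2 (-2.44), AT4G21250 (-2.05), CYP81F2 (-1.89), PILS7 (-1.77), GH3.2 (-1.76) and NIA1 (-0.87), each with a lower infection effect in YUC9oe. It was also called, likewise with a lower effect in YUC9oe, for PHT1;2 (-0.84), named after its values were seen. It was called with a higher effect in YUC9oe for AT1G73010 (1.46), OCT1 (1.26), SPX1 (1.23), MGD3 (1.17) and a feature without a locus identifier (0.85). Of the gene lists, the phosphate starvation list had an interaction of 0.472, the indolic defence list of -0.30, the nitrate list of -0.307 and the Aux/IAA response list of -0.13, each called by camera. Of these genes, only AT1G26240, CYP71A12, CYP82C2 and PILS7 kept their call under all alternatives; each of the others lost it when the close pairs were counted once.

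Chance assignment of libraries was weighed first. In 100 assignments of the residuals of the additive model, the real one included, 1 gave as many interaction calls, namely the real one, and the next highest gave 1 call, so chance assignment can be excluded as the origin of the count for 12 libraries taken as independent. If the close pairs of YUC9oe libraries are not independent, this test does not cover them.

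For the smaller rise of induced genes in YUC9oe, several technical origins could be set against the values. Selection of genes for a high WT effect is argued against by the genes chosen on the YUC9oe libraries, whose median rise was still higher in WT, at 1.58 against 1.33, though 65 of these 153 genes rose less in WT. An exchange of mock and infected YUC9oe libraries is argued against by a gap of 0.788 in the mean log2 level of WT-induced genes between the highest mock and the lowest infected library. Compression of the log scale by the pseudocount would bring the median interaction of the 289 WT-induced genes towards 0 at a pseudocount of 0.1, but it went from -0.68 to -0.994. Removing trends on GC content and gene length left it at -0.698. The close pairs of YUC9oe libraries are a different matter, since they bear on the number of calls rather than on the size of the effects. Counting each pair once left 22 interaction calls. Merging other pairs also changed the count. In YUC9oe, merging a pair that was not close in each treatment left 147 to 170. In WT, merging a pair in each treatment left 43 to 198, with 43 to 52 wherever infected replicates 2 and 3, the most alike of their group, were among them. Merging like libraries leaves a larger spread, so an understated spread in the close pairs cannot be told apart from this effect, and how many of the 180 calls rest on it stays open. The median interaction of the WT-induced genes with the close pairs counted once was -0.595.

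What stays open is whether YUC9oe roots held less fungus, because 0 genes of the fungus are in the table analysed. A biological candidate explanation is that part of the infection response was already raised in mock YUC9oe roots. The 153 genes chosen on the YUC9oe infection effect had a median difference from WT of 0.35 in mock roots and of 0.04 in infected roots. Choosing genes on a large YUC9oe rise favours low, not high, mock levels in YUC9oe, but also high infected levels there. The 289 genes chosen on the WT infection effect had medians of 0.37 in mock and -0.33 in infected roots. Raised mock levels alone would not give this lower infected level. However, choosing on a large WT rise favours low mock and high infected levels in WT, so the choice may add to both values. The raised mock level remains a hypothesis found and tested on the same data. Less fungus cannot act on mock roots, and whether it adds to the smaller effect stays open.

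For the rise of the phosphate starvation list with infection in YUC9oe, less fungus in these roots would predict a smaller effect than in WT, while the list's interaction was 0.472, towards a larger one. A trend on GC content and gene length was removed without lowering it, at 0.515. The interaction of the list was not called with an estimated inter-gene correlation (adjusted p 0.0682, the highest over its alternatives). An effect of genotype on the response to the fungus stays among the open explanations and was not tested further.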

How the results depend on the processing

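The alternatives added after seeing the data were the merging of YUC9oe replicates 1 and 2 and the correction for GC content and gene length; the others were fixed before the data were examined. Of the 84 called gene results and the 24 lists called by camera that were rerun, 0 changed direction under any alternative.

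Requiring a change of at least 1 on the log2 scale left 298 genes for infection in WT, 170 for infection in YUC9oe, 1043 and 1497 for YUC9oe against WT in mock and infected roots, 80 for the interaction, 186 for infection averaged over genotypes and 1134 for genotype averaged over treatments, by the construction of the stricter criterion. Merging YUC9oe replicates 1 and 2 lowered infection in YUC9oe from 943 to 315, the interaction from 180 to 22 and infection averaged over genotypes from 3571 to 2013. It lowered the number called for infection in both genotypes from 512 to 227. Of the 22 and 315 genes, 22 and 314 were among the calls of the unmerged fit. The other counts stayed within 1.5 times, with 2447 for infection in WT, 6189 and 8873 for the genotype contrasts and 10716 for their average.

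Leaving out each library in turn gave 1658 to 3109 genes for infection in WT, lowest without WT mock replicate 2 and next without WT infected replicate 3 (2078). It gave 540 to 935 for infection in YUC9oe, with 585, 564, 545 and 540 without replicates 1 and 2 of the mock and of the infected group. It gave 60 to 707 for the interaction, and 337 to 569 for genes called with infection in both genotypes, lowest without YUC9oe infected replicates 2 (337) and 1 (339). WT mock replicate 1 and YUC9oe mock replicate 3 moved the interaction count by less than 1.5 times (130 and 204), and every other library moved it by more, upwards for WT infected replicate 1 (460) and YUC9oe infected replicate 3 (707) and downwards for WT mock replicates 2 and 3 (73 and 98), WT infected replicates 2 and 3 (71 and 91), YUC9oe mock replicates 1 and 2 (60 and 81) and YUC9oe infected replicates 1 and 2 (64 and 72). Fewer libraries leave less power, which tends to lower a count but does not fix its direction. The rises to 460 and 707 each left a group with its most alike pair, at a chi-square per degree of freedom of 6.85 and 2.08. Leaving out WT mock replicate 3 also left the most alike pair of its group (7.53), and there the count fell to 98. The cause of the rises was not tested. The genotype contrasts stayed within 1.5 times, at 6302 to 7168 in mock, 9120 to 10496 in infected roots and 11370 to 12220 averaged.

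Same-numbered replicates did not deviate together throughout. Over 18 pairs of same-numbered libraries, the correlations of their deviations from the group means ran from -0.267 to 0.232, and 4 exceeded 0.1. Between mock and infected libraries they were 0.113, 0.0284 and 0.232 in WT and -0.149, -0.129 and -0.267 in YUC9oe. These values show no pairing common to all groups, but with 3 libraries per group they cannot exclude a pairing within WT. With a replicate block the interaction count was 106, and the block moved no other count by more than 1.5 times. It removed the call of the auxin transport list in infected roots (adjusted p 0.0675; 0.391 was the highest over its alternatives) and no other called list. Of the 84 gene results it removed 5, namely the interactions of NIA1, MGD3 and a feature without a locus identifier and the rises of ABCB19 in mock and LAX3 in infected YUC9oe against WT.

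The correlation across genes of the YUC9oe effect in mock roots with the infection effect in WT went from -0.0477 to 0.0873 at a pseudocount of 0.1 and to 0.13 in the voom fit, which give low genes more weight; the cause was not tested. The correlation of the infection effects in both genotypes stayed between 0.479 and 0.55, and between 0.40 and 0.539 with a library left out.

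Median-of-ratios scaling applied nearly the same factor to every library, since the deposited values carry it already, and so tests nothing. TPM and quantile scaling moved no count by more than 1.5 times and the median of all genes by less than 0.1 in each contrast. The share of higher calls for infection in WT, 54.9%, was 47.3% under TPM and 46.0% under quantile scaling, so which direction prevails there is not fixed. For infection averaged over genotypes the same share went to 50.4% and 45.8%. Under TPM scaling the share higher in YUC9oe went from 49.4% to 57% in mock roots, from 49.7% to 58.4% in infected roots and from 50.3% to 58.4% averaged. YUC9 differed by 5.59 to 5.76 in mock and 6.04 to 6.23 in infected roots over the alternatives other than leaving out a library.

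Of the 84 gene results, 60 kept their call under all alternatives run, and 111 of 1573 alternatives lost a call. The interactions lost it most often, with 15 losses for the feature without a locus identifier, 12 each for OCT1 and NIA1, 9 for MGD3 and 8 for AT4G21250. ABCB19 in mock and LAX3 in infected YUC9oe against WT lost it 8 times each, and AZI1 and UMAMIT36 6 times each. Merging the close pairs alone removed 19 calls. Of the 24 list results, 6 kept their call under all alternatives, and 38 of 474 alternatives lost a call, 18 of them by the estimated inter-gene correlation and 3 by fry. With camera at the preset correlation 18 kept it throughout.

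Depth limits the genes of low level. An FPKM of 1 rests on 27.9 fragments for a gene of 1500 bases in the shallowest library, and changes below that level were filtered out unless at least 3 libraries exceeded it.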

Other observations

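Tests chosen only after the results were seen were those of a genotype batch, of a wrong genotype label, of the phosphate supply, of shoot tissue for genes higher or lower in YUC9oe, of shared plant material, of counting noise in the YUC9oe mock pair, of genes near absent in WT, of genes beside YUC9 and, as a setting, of the correction for GC content and gene length.

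Beside each count of called genes, other splits of the same libraries were counted. For each contrast of 3 against 3 libraries, 1 of the 10 splits, the real one, gave as many calls. The design cannot bring that share below 0.05, so chance cannot be excluded on this ground alone for infection in WT, infection in YUC9oe, or YUC9oe against WT in mock or infected roots. The highest other split gave 6, 215, 0 and 1 calls for these contrasts. For infection averaged over genotypes and for genotype averaged over treatments, 1 of 100 splits gave as many, the real one, and the next gave 1126 and 6477, so chance can be excluded for both if the 12 libraries are independent, which the close pairs below leave in doubt.

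The genotypes differed at 12218 genes averaged over treatments, 61.2% of those tested. Removing each library's trend on GC content and gene length gave 12314 calls and quantile normalization 12252, which argues against these trends and this scaling as the origin. A wrong genotype label is argued against by the factor of 46.9 between the lowest YUC9oe and the highest WT library for YUC9. Shoot tissue was tested with 9 photosynthesis genes, which roots also express. Their median difference of -0.676 (from -1.54 to 0.295) runs against the genes that were higher in YUC9oe. For genes lower in YUC9oe, 1422 of 6068 fell by more than that median. Since single photosynthesis genes reached -1.54, a fall beyond the median does not exclude a smaller share of shoot or green tissue. For genes lower in YUC9oe the tissue share therefore cannot be told apart from an effect of the genotype. A growth or sequencing batch that coincides with genotype stays open, since 0 samples have a batch in the labels.

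The higher phosphate starvation list in YUC9oe was weighed in the same way. Removing trends on GC content and gene length left the median at 1.68, and the photosynthesis genes moved the other way (-0.676). A difference in phosphate supply or growth batch between the genotypes cannot be told apart from an effect of the overexpression, since 0 samples have labels that give such a difference. A candidate explanation of the list's rise is a phosphate response altered in YUC9oe, as a hypothesis that these data cannot separate from supply. The mean log2 level of the list was 5.773 to 6.547 in the YUC9oe libraries and 3.82 to 3.992 in the WT libraries.

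Replicates 1 and 2 of both YUC9oe groups were closer than other pairs. PCR copies of fragments raise the chi-square per degree of freedom above 1 by much the same factor at all fragment counts. In the mock pair it rose to 10.67 above 5000 fragments, which argues against counting noise alone. In the infected pair it was 2.08 over all genes, and it rose less, from 1.77 at 20 to 200 fragments to 3.16 above 5000 fragments. That rise, read after the values were seen, argues against counting noise with such copies alone for genes above 5000 fragments. Below that the value was 1.77 to 2.1, and there such noise cannot be told apart from small true differences. Higher depth is argued against by WT infected replicates 2 and 3, of similar depth, at 6.85. Shared plant material or RNA may account for it. The value in the close pairs changed little between genes of 20 to 200 fragments (1.70 and 1.77) and genes of 1000 to 5000 fragments (2.18 at most), while the other 10 pairs went from 2.21 to 3.61 up to 6.33 to 17.37. The 10.67 of the mock pair means that sharing would not be complete there. If such libraries share material, the YUC9oe groups hold fewer independent replicates than 3.

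A set of 5 genes, chosen after their values were seen, had at most 5 rebuilt fragments in every WT library and at least 100 in every YUC9oe library. These were IPS1, AT2G08820, AT4G03950, AT3G01345 and AT2G17850. No gene met the reverse criterion, and none met it between mock and infected libraries. AT4G03950 had 0 fragments in all 6 WT libraries and 678 to 1160 in the YUC9oe libraries, at least 1884-fold higher against a floor of 3 fragments over the WT group, for counting error only. The others had 10, 10, 3 and 8 fragments over the 6 WT libraries for IPS1, AT2G08820, AT3G01345 and AT2G17850. A lower depth of the WT libraries is argued against by their total of 1.04 times that of the YUC9oe libraries. A single chromosome segment that differs between the lines is argued against by the genes lying on 3 chromosomes. A difference in genome or in reads between the lines at each gene was not tested.

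The genes beside YUC9 were examined because an activated native locus could also raise its neighbours. The genes on either side, AT1G04190 and AT1G04170, were higher in YUC9oe by 0.34 and 0.18 averaged over treatments, and the highest difference among the 10 neighbours tested was 0.46, for XIB (AT1G04160). Against 5.83 for YUC9 these values argue against a strong spread of activation, while a weak one stays open.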
